# Identification of differentially expressed long noncoding RNAs and pathways in liver tissues from rats with hepatic fibrosis

**DOI:** 10.1371/journal.pone.0258194

**Published:** 2021-10-01

**Authors:** Yan Wang, Xiong Xiao, Xiaobo Wang, Feng Guo, Xiaozhong Wang

## Abstract

To identify long non-coding RNAs (lncRNAs) and their potential roles in hepatic fibrosis in rat liver issues induced by CCl4, lncRNAs and genes were analyzed in fibrotic rat liver tissues by RNA sequencing and verified by quantitative reverse transcription polymerase chain reaction (qRT-PCR). Differentially expressed (DE) lncRNAs (DE-lncRNAs) and genes were subjected to bioinformatics analysis and used to construct a co-expression network. We identified 10 novel DE-lncRNAs that were downregulated during the hepatic fibrosis process. The cis target gene of DE-lncRNA, XLOC118358, was *Met*, and the cis target gene of the other nine DE-lncRNAs, XLOC004600, XLOC004605, XLOC004610, XLOC004611, XLOC004568, XLOC004580 XLOC004598, XLOC004601, and XLOC004602 was *Nox4*. The results of construction of a pathway-DEG co-expression network show that lncRNA-Met and lncRNAs-Nox4 were involved in oxidation-reduction processes and PI3K/Akt signaling pathway. Our results identified 10 DE-lncRNAs related to hepatic fibrosis, and the potential roles of DE-lncRNAs and target genes in hepatic fibrosis might provide new therapeutic strategies for hepatic fibrosis.

## Introduction

Hepatic fibrosis results from liver tissue repair disorder after injury, and is characterized by pathological and excessive deposition of extracellular matrix (ECM) [1–3]. Hepatic stellate cells (HSCs) are activated and transformed into myofibroblast-like cells, which secrete a large amount of ECM, including α smooth muscle actin (αSMA) and type I collagen alpha 1 (ColIα1) [4]. Transforming growth factor β 1 (TGFβ1) is the main pro-fibrosis factor, and the TGF-β/Smad signaling pathway is the most important intracellular signaling pathway in the occurrence and development of liver fibrosis [5,6].

Long noncoding RNA (lncRNA) is endogenous RNA with a molecular weight of more than 200 nucleotides. It exists in the cytoplasm or nucleus and lacks an effective open reading frame and protein coding function. Numerous studies have shown that lncRNAs play an important role in the formation and development of liver fibrosis, mainly through transcriptional regulation [7], increasing the stability of mRNA [8], reducing the stability of mRNA [9], promoting mRNA translation [10], inhibiting mRNA translation [11], ceRNA mechanism [12], and regulation of the precursor of microRNA [13]. In the nucleus, lncRNAs can not only regulate gene transcription through various mechanisms, but also regulate at the post-transcriptional level, such as in the splicing of mRNA precursors [14].

In recent decades, several studies on liver fibrosis-related diseases have shown the upregulated expression of lncRNAs in liver fibrosis included MALAT1 [13,15], APTR [16], and lncRNA-ATB [17]. In contrast, lincRNA-p21 [11], Meg3, Gas5 [18,19], H19 [20,21], and HIFIA-AS1 [22,23] were shown to be downregulated. In addition, MALAT1 [24], APTR [16], HULC [25] and Hox-antisense-RNA [26] were found to be upregulated in liver cirrhosis [13]. In contrast, lincRNA-p21 [11] and Meg3 [27] were downregulated. These lncRNAs may be potential therapeutic targets for liver fibrosis and liver cirrhosis [21]. Furthermore, uncovering the mechanism behind the interaction between lncRNA-miRNA/mRNA may provide a new strategy for the treatment of liver fibrosis-related diseases [28].

However, the number of lncRNA families is very large, and further research is needed to reveal whether there are other lncRNAs that play a role in the process of liver fibrosis. Therefore, in this study, we performed high-throughput sequencing of RNA in liver tissues from rats with CCl4-induced liver fibrosis. Co-expression networks were constructed to explore regulatory lncRNAs and their targets. Gene Ontology (GO) terms and KEGG pathways analysis technologies were used to identify the functions of several lncRNAs associated with hepatic fibrosis. The results were verified by quantitative polymerase chain reaction (qRT-PCR).

## Materials and methods

### Establishment of CCl4 induced hepatic fibrosis in rats

SPF male SD rats (Certificate No. scxk (New) 2016–0003) with a body weight of 200 ± 20 g were purchased from the Animal Experimental Center of Xinjiang Medical University, and the certificate number of experimental animals was 650007000981. Twenty-five rats were randomly divided into two groups: normal control group (n = 10) and hepatic fibrosis group (n = 15). Rats in the liver fibrosis group (FL) were intraperitoneally injected with CCI4 (CCI4: olive oil = 1:1, 2 mL/kg body weight, twice a week) for five weeks, and the control group (CL) was administered the same volume of olive oil. Animals were observed daily and euthanized when they appeared to lose 15–20% of their original body weight rapidly, or growing animals showed no weight gain or lost appetite chronically. Experiments were terminated when significant differences in animal metrics between groups were observed, reducing unnecessary animal suffering. After treatment with CCl4 for five weeks, all rats were sacrificed under anesthesia with 3% sodium pentobarbital (35 mg/kg). Liver tissues of the rats in both groups were stained with hematoxylin-eosin (HE), immunohistochemistry (α-SMA and col1α1), and hydroxyproline kit to determine the hydroxyproline content. The experiment was carried out with the approval of the Ethics Committee of the Xinjiang Uygur Autonomous Region Medical Research Institute (nG4-2019012).

### RNA isolation, library preparation, and sequencing analysis

TRIzol (Invitrogen, Carlsbad, CA, USA) was used to extract total RNA from rat liver tissues and the extracted RNA was purified according to the manufacturer’s instructions. A NanoDrop ND-2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) was used to quantify total RNA, and RNA integrity was determined using an Agilent 2100 system and RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA, USA). To achieve accurate lncRNA analysis, ribosomal RNA was removed using the Thermo Fisher Scientific Central Ribonucleic Acid Removal Kit. Next-generation sequencing (NGS) analysis was performed using NGS technology on an Illumina Genome Analyzer IIx (Illumina, San Diego, CA, USA).

### RNA-Seq raw data clean and alignment

The original reads containing more than 2-N bases were discarded. Short reads of less than 16nt, adapters, and low-quality bases in the original sequencing reads were removed using the FASTX-Toolkit (Version 0.0.13). Clean reads were then compared with the GRCH38 genome using TopHat2 [29] allowing four mismatches. Unique locational reads were used for gene read count and FPKM (number of locational fragments per million segments per 1,000 base transcripts) [30].

### Differentially expressed gene (DEG) analysis

The R Bioconductor package edgeR [31] was used to locate the differentially expressed genes (DEGs). A selected threshold, false discovery rate <0.05 and fold change>2 or < 0.5, was set as the cut-off criteria for identifying DEGs.

### LncRNA prediction

The lncRNA prediction pipeline followed the method described in a previous study [32] as follows:

1. According to the RNA-seq comparison results, the default parameters were used to assemble the transcript using Cufflinks V2.2 [33]. After the initial assembly, transcripts not less than 0.3 of FPKM were retained for subsequent filtration.
2. Embed Cuffcompare in Cufflinks, transcripts were compared with known internal reference genome genes, and new transcripts, such as intergenic, intron, and antisense regions, were reserved as candidate lncRNAs. Transcripts within 1,000 bp that were adjacent to the known encoding genes were considered UTRs and were also discarded.
3. The coding potential score (CPS) was evaluated using the coding potential calculator (CPC) software [34], and the coding potential report card was screened. CPC is a support vector machine-based classifier that evaluates the protein-coding potential of transcripts based on six sequence features of biological significance. Transcripts with a CPS below 0 were considered non-coding RNAs.
4. For transcripts meeting the above conditions, multiple exons no smaller than 200 bases and single exons no smaller than 1,000 bases were reserved as lncRNAs.
5. Finally, the known and predicted lncRNAs in all samples were combined to obtain the final set of lncRNAs, and the expression level of each lncRNA gene was recalculated. The antisense reading of lncRNAs was discarded.

### Differentially expressed (DE) lncRNAs

After the expression levels of all lncRNAs in all samples were obtained, edgeR [31], one of the R packages, was used to analyze the DE-lncRNAs. For each lncRNA, the *P*-value was obtained using a negative binomial distribution model. Folding changes were also estimated using this package. The threshold values of DE-lncRNAs were defined as 0.05 q-value of two times change.

### Cis acting targets

Correlation coefficients and *P*-values were obtained for each mRNA-DE-lncRNA pair based on the expression of each mRNA and DE-lncRNA. We then filtered the result by a given threshold, with an absolute correlation coefficient of no less than 0.6 and a *P*-value less than 0.05. In addition to the positive correlation pairs, negative pairs with correlation coefficients less than 0 were also included. For each DE-lncRNA, we obtained expressed genes from its upstream and downstream regions within 10,000 bases, and these genes were overlapped with co-expressed genes to obtain lncRNA targets.

### Functional enrichment analysis

DEGs were classified functionally using KOBAS 2.0 server [35] with Gene Ontology (GO) functional enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis. The enrichment of all items was defined by the hypergeometric test and the Benjamini-Hochberg FDR control method.

### One-step reverse transcription quantitative polymerase chain reaction(qRT-PCR) validation

The DE-lncRNA and co-expression mRNA provided by RNA-seq were reverse transcribed into cDNA using the one-step RT method, and then primers were designed according to the results provided by gene sequencing analysis, and qPCR amplification was performed. The expression of DE-lncRNA and co-expression mRNA was detected in the FL and CL groups. qPCR analysis was performed using the same three biological replicates as RNA-seq.

### Construction of a pathway-DEG co-expression network

The top10 GO P terms/TOP 10 KEGG terms and their corresponding genes were extracted from DEG, and the network was drawn using Cytoscape software to show the relationship between genes and pathways.

### Availability of data and materials

The data discussed in this publication are available under GEO Series accession number GSE173085.

### Statistical analysis

IBM SPSS version 26.0 was used for the analysis. All data were expressed as mean ± standard deviation, and Student’s t-test was used for the comparison between groups. Differences were considered statistically significant at *p* < 0.05, between the control group and the model group, and GraphPad Prism 8.0 was used for drawing.

## Results

### Establishment of CCl4-induced hepatic fibrosis in rats

The results of macroscopic examination in S1 Fig illustrate that the liver surface of the CL group was smooth, and the nodules on the surface of the FL group were obvious (S1A Fig).

HE staining showed that the structures of hepatic lobules in the CL group were normal, and the hepatocytes were arranged radially around the central vein, in an orderly manner. In the FL group, the structure of the liver tissue was disordered, the structure of the hepatic lobule was destroyed, the fibrous septum between lobules was thick, the fibrous connective tissue in the portal area proliferated, and the hepatic lobules were divided and wrapped into pseudo lobules of different sizes and shapes (S1B Fig).

Compared with the CL group, the degree of fibrosis in the FL group was significantly higher, according to the Ishak score of liver fibrosis (S1D Fig).

As shown in S1C Fig, immunohistochemical staining results showed that α-SMA and colIα1 proteins were mainly expressed in the cytoplasm, and DAB staining was brown yellow. In the CL group, α-SMA and colIα1 were negative. In the FL group, the number of positive cells for α-SMA and colIα1 increased significantly, and a large number of brown yellow staining was found in the fibrous septum and hepatic sinuses.

Real-time fluorescence quantitative PCR results showed that α-SMA and colIα1 mRNA levels in liver tissue were significantly increased after CCl4 induction. Hydroxyproline is a non-essential amino acid, almost all of which is found in collagen, except for a small amount in elastin. Collagen is the main component of ECM in liver fibrosis; therefore, the detection of hydroxyproline content in liver tissue directly reflects the degree of liver fibrosis. The hydroxyproline content in the liver tissue increased three to four times after the intraperitoneal injection of CCl4 (S1E Fig).

These results suggested that CCl4 successfully induced liver fibrosis in the rats. Finally, the rats numbered CL5, CL6, and CL7 in the CL group and FL2, FL5, and FL12 in the FL group were included in the RNA-seq test.

### DE-LncRNAs during hepatic fibrogenesis

Total RNA was extracted from three fibrotic liver tissues (FL2, FL5, and FL12) and three normal liver tissues (CL5, CL6, and CL7). After quality inspection, we performed high-throughput transcriptome sequencing. 

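The ribosomal RNA had been removed, so the libraries held both mRNAs and lncRNAs from the livers of 3 FL rats and 3 CL rats, all of them male. The FL rats had received CCl4 (carbon tetrachloride, a solvent that injures hepatocytes) in olive oil at 2 mL/kg, 2 times a week for 5 weeks, and the CL rats the same volume of olive oil. The authors aligned the trimmed reads with TopHat2, counted the uniquely mapped reads on each gene and deposited the expression of each gene as FPKM (the fragments of a gene divided by the length of its transcript and by the mapped fragments of the library), with 2 decimals for each rat. The paper names GRCH38 as the genome, whereas the gene identifiers beside the FPKM values are Ensembl's for the rat, and the annotation release was not named. Values were listed for 19616 genes, of which 519 stood at 0 in all 6 rats. FPKM summed to between 309425 and 340467 in the CL rats (median 315259) and to between 272110 and 309226 in the FL rats (median 272350). The 10 highest genes of each rat took 31.5% to 36.7% of that sum in the CL group and 23.6% to 25.6% in the FL group. No read counts were used here, and the number of clean reads in the paper is not given for each rat, so the absolute depth behind a value is unknown. The low values of the U6 small nuclear RNA genes, which have similar lengths, rose in steps that put the relative depth at 0.646 to 1 in the CL rats (median 0.834) and at 0.664 to 0.742 in the FL rats (median 0.671), with CL5 the deepest. In each rat, 67.5% to 88.2% of those low values were whole multiples of the step.

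Because FPKM are not counts, log2(FPKM + 0.1) was compared between the groups with limma, using a prior variance that follows the mean, and p-values were adjusted by the Benjamini-Hochberg method. The test covered the 14864 genes with a mean of at least 0.1 FPKM over the 6 rats. The thresholds were those of the paper, an adjusted p under 0.05 and a fold change of at least 2. Fold changes on the log2(FPKM + 0.1) scale understate the change of genes with low FPKM. The values were not scaled further between rats. Over all genes tested, the median log2 difference of the FL from the CL group was 0.29, and it became 0.08 with median scaling and -0.04 with quantile normalization. Changes of gene families are therefore given relative to the median of all genes.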

The lncRNA expression profile during hepatic fibrosis is shown in Fig 1. We obtained >89,784,860 clean reads that consisted of raw data from the Illumina HiSeq platform. TopHat was used to map the genome of clean reads, and Cufflinks was used to reconstruct the transcript. After basic filtering, 29,084 lncRNAs were screened. The length of lncRNAs ranged from 200 to 10,000 bases, and the most frequent length was approximately 1,000 to1,500 bases (Fig 1A). The number of lncRNA exons ranged from 1 to 35, and the largest number of lncRNAs with exon numbers ranged from one to three (Fig 1B). The classification of lncRNAs included lincRNA, antisense lncRNA, sense intronic lncRNA, and lincRNA accounted for the highest proportion (Fig 1C). 

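Of the genes with FPKM values, 1028 carried an lncRNA class of the Ensembl annotation. They were 1013 lincRNAs, 10 antisense lncRNAs and 5 sense intronic lncRNAs, and lay on 21 chromosomes. Their expression was low, with a median over genes of 0.0583 FPKM (mean over the 6 rats) against 1.98 FPKM for the 16957 protein-coding genes. A mean of 0.1 FPKM was reached by 40.6% of the annotated lncRNAs and by 79.3% of the protein-coding genes. The lncRNAs that the authors assembled from their reads, which carry XLOC names, were not analysed here.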

Finally, we found that there were 2,411 DE-lncRNAs between fibrotic liver tissues and normal liver tissues, of which 1,202 were upregulated and 1,209 were downregulated (Fig 1D). 

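Among the annotated lncRNAs alone, 417 could be tested (410 lincRNAs, 2 antisense and 5 sense intronic lncRNAs), and 23 were upregulated and 9 downregulated in the FL group. The split depended on the processing, since quantile normalization gave 5 upregulated and 16 downregulated lncRNAs. With a pseudocount of 1, which weighs down low values, there were 5 and 4, and among genes with a mean of at least 1 FPKM 5 and 6. Leaving out 1 rat at a time gave between 8 (without CL7) and 43 (without FL2) upregulated lncRNAs, and between 2 (without CL7) and 10 (without FL2) downregulated ones. For its combined set of known and predicted lncRNAs, the paper states that antisense reads were discarded. Its text does not name whether the gene table was counted by strand, so lncRNAs that overlap another gene are uncertain.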

A heat map showing the hierarchical clustering of DE-lncRNAs was observed between the control groups and the fibrotic livers. Compared with previous studies, it was found that the length of mRNAs was more than 1,000 bp, and the number of exons was mostly between 3 and 20. Compared with protein-coding genes, lncRNAs have shorter lengths and fewer exons.

**Fig 1:**
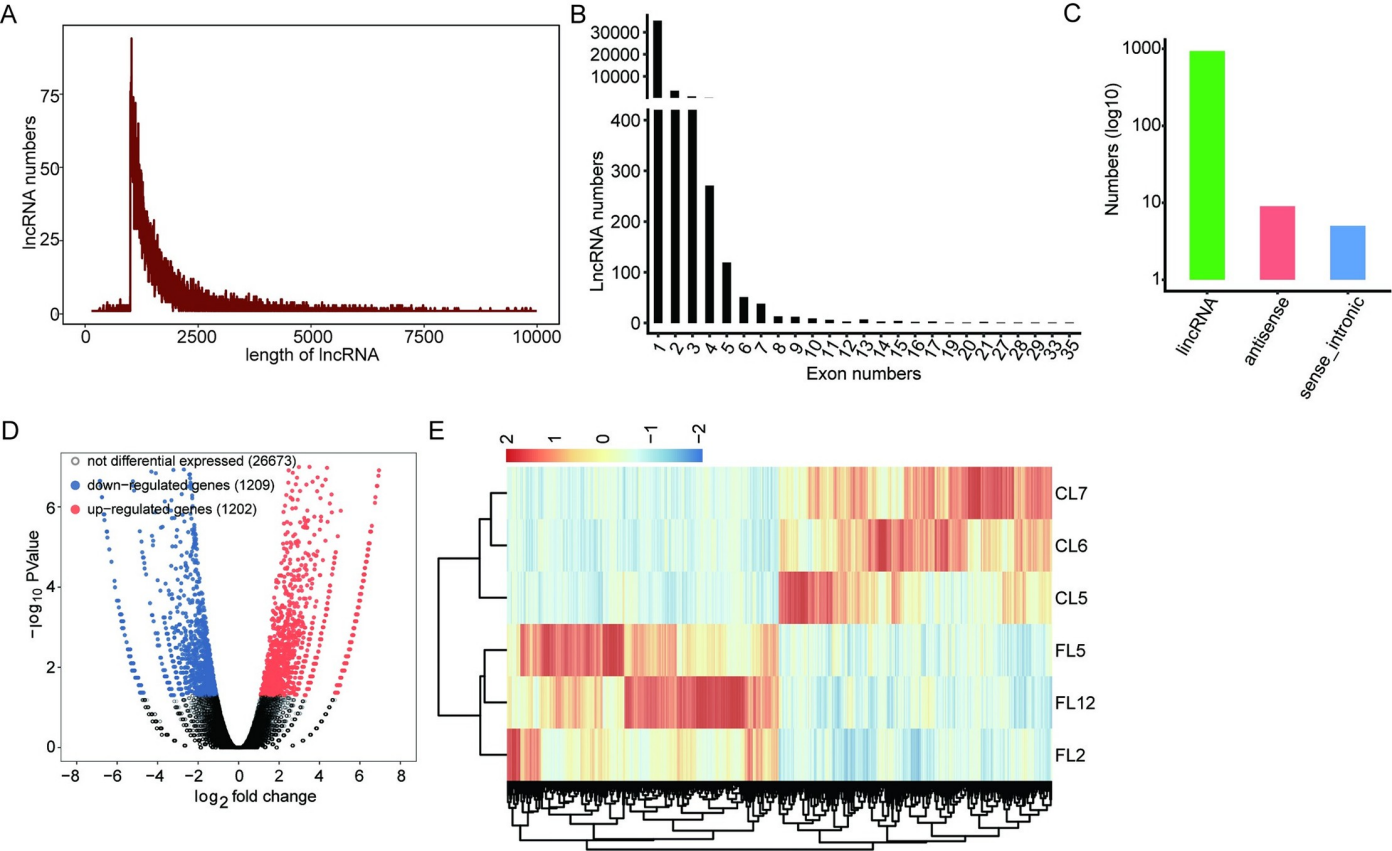
LncRNA expression profile during hepatic fibrogenesis. (A) Distribution of lncRNA length. (B) Statistics of exon number in lncRNA. (C) Classification of lncRNA. (D) Identification of DE-lncRNAs. Upregulated lncRNAs are labeled in red, whereas downregulated are labeled in blue in the volcano plot. FC ≥ 2 or ≤ 0.5, FDR < 0.05. (E) Hierarchical clustering of DE-lncRNAs in control and fibrotic rat liver samples. The color scale represents the median-centered log2 RPKM values.

### Screen and validation of DE-lncRNAs

Our study resulted in a total of 24 DE-lncRNAs among the predicted DE-lncRNAs, according to the selection threshold (fold change ≥2 and p ≤ 0.05) (Figs 2B and 3). Moreover, four potential cis-acting targets (Fig 2A) associated with hepatic fibrosis were identified as labeled by Gsta3, Met, Nox4, and Pdgfd, and their reliability was confirmed by validation experiments. 

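Gsta3 (ENSRNOG00000056847, chromosome 9), which encodes glutathione S-transferase alpha 3, read 19.2 ± 11.8 FPKM in the CL group and 88.0 ± 44.0 FPKM in the FL group (SD, n = 3 rats each). Its log2 fold change was 2.20 (standard error 0.50, adjusted p = 0.0231 from limma). Pdgfd (ENSRNOG00000029148, chromosome 8) rose from 0.163 ± 0.0569 to 1.07 ± 0.625 FPKM, a log2 fold change of 2.01 (standard error 0.46, adjusted p = 0.0228). Both calls were sensitive to single rats and settings. Over the alternatives, the adjusted p ran from 0.0106 to 0.0945 for Gsta3 and from 0.0063 to 0.087 for Pdgfd. Gsta3 belongs to a family of similar genes, between which the reads could have been split. Nox4 (ENSRNOG00000013925, chromosome 1), the NADPH oxidase 4 gene, fell from 9.22 ± 2.96 to 1.02 ± 1.14 FPKM, a log2 fold change of -3.48 (standard error 0.62, adjusted p = 0.0103). It passed the adjusted p threshold under each alternative, with adjusted p-values between 0.00411 and 0.0416. Met (ENSRNOG00000052745, chromosome 4), the receptor of hepatocyte growth factor, changed little, from 18.6 ± 0.874 to 15.5 ± 1.04 FPKM. Its log2 fold change of -0.26 (standard error 0.11) did not pass the threshold (adjusted p = 0.125), although all 3 FL rats lay below all 3 CL rats. With median scaling its log2 fold change was -0.48 (adjusted p = 0.0319, in a range over the alternatives from 0.0319 to 0.28), which remained under a 2-fold change. In the paper's S1 Table, Met has a log2 fold change of -0.580 and an FDR of 0.129 from edgeR, which also miss the paper's thresholds.

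**Figure D1:**
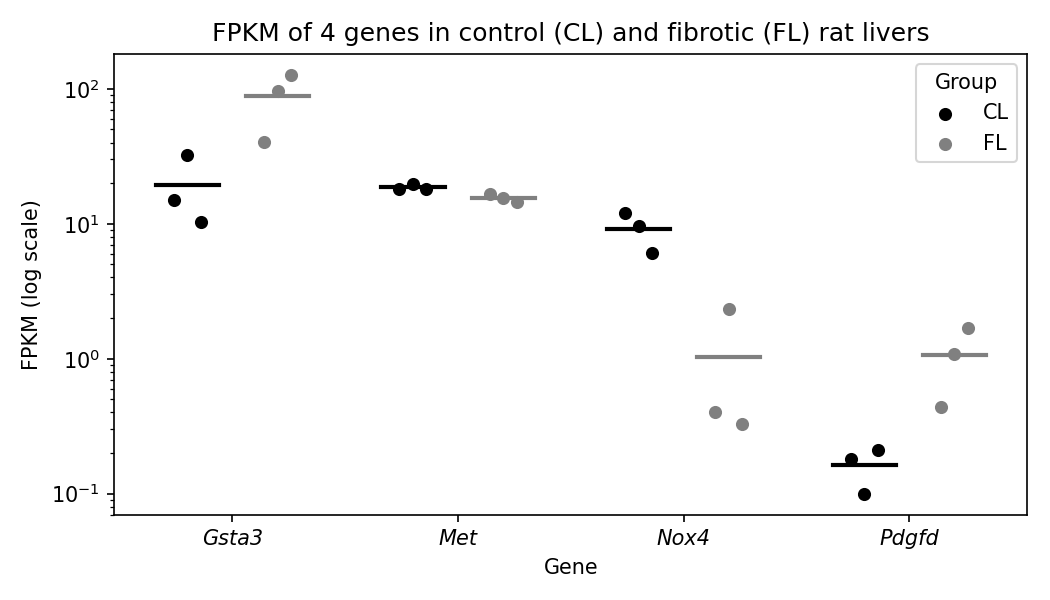
FPKM of Gsta3, Met, Nox4 and Pdgfd on a log scale, with 1 point per rat for the CL group (black) and the FL group (grey), and a horizontal line at each group mean (n = 3). The groups do not overlap in any of the 4 genes, and the means of Met, 18.6 and 15.5 FPKM, lie closest together.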

Finally, a total of 10 novel DE-lncRNAs were consistent with the predicted results and had high repeatability, namely XLOC118358, XLCO004600, XLOC004605, XLOC004610, XLOC004611, XLOC004568, XLOC004580 XLOC004598, XLOC004601, and XLOC004602, all of which were downregulated in fibrotic liver tissues (Figs 2B and 3).

**Fig 2:**
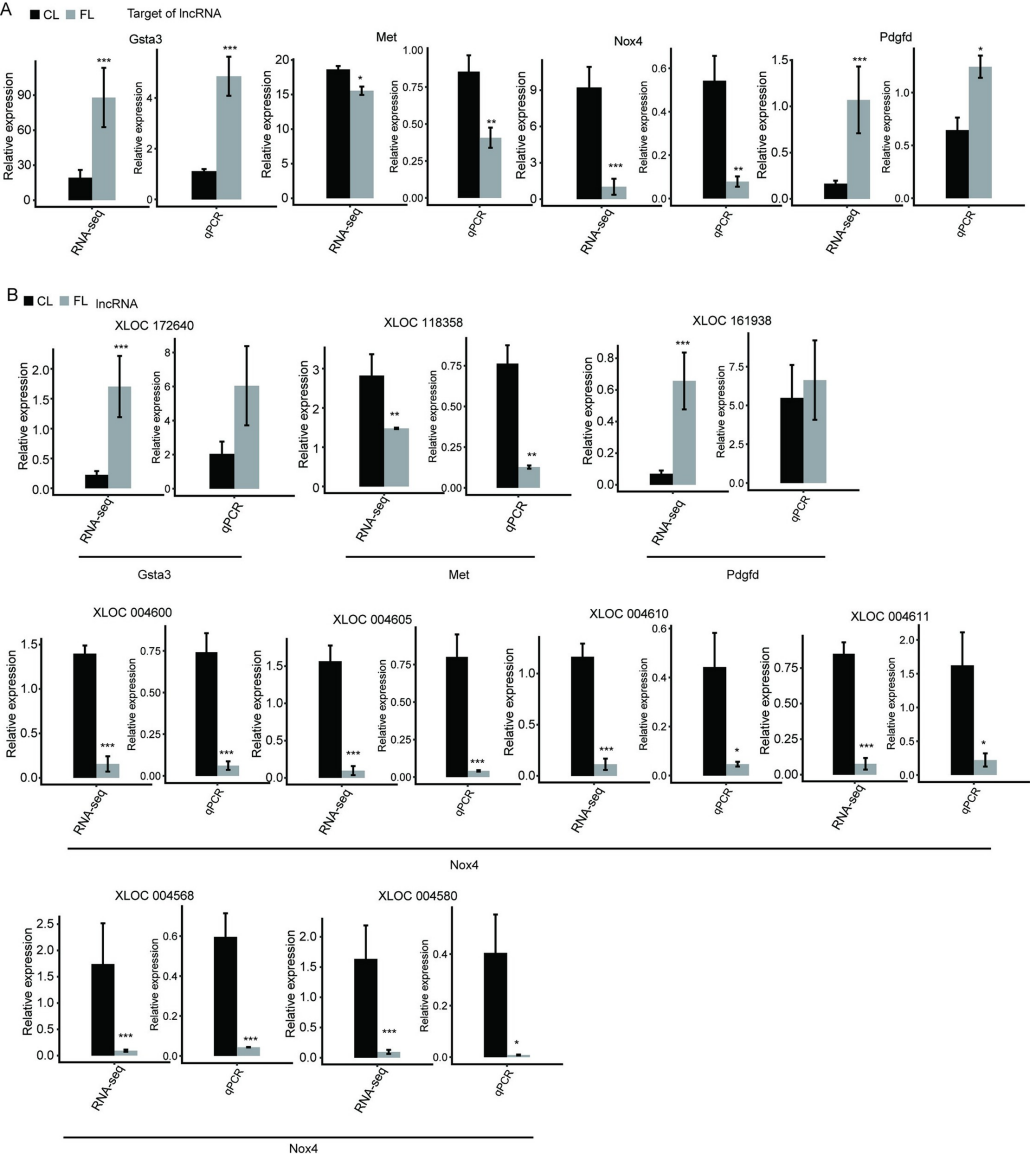
Novel lncRNAs and their targets associated with hepatic fibrogenesis. (A) Expression level of potential cis-acting targets quantified by RNA sequencing analysis and qRT-PCR. Error bars represent mean ± SEM. ***p < 0.001. **p < 0.01. *p < 0.05. (B) Expression level of lncRNAs associated with hepatic fibrogenesis quantified by RNA sequencing analysis and qRT-PCR. Error bars represent mean ± SEM. ***p < 0.001. **p < 0.01. *p < 0.05.

**Fig 3:**
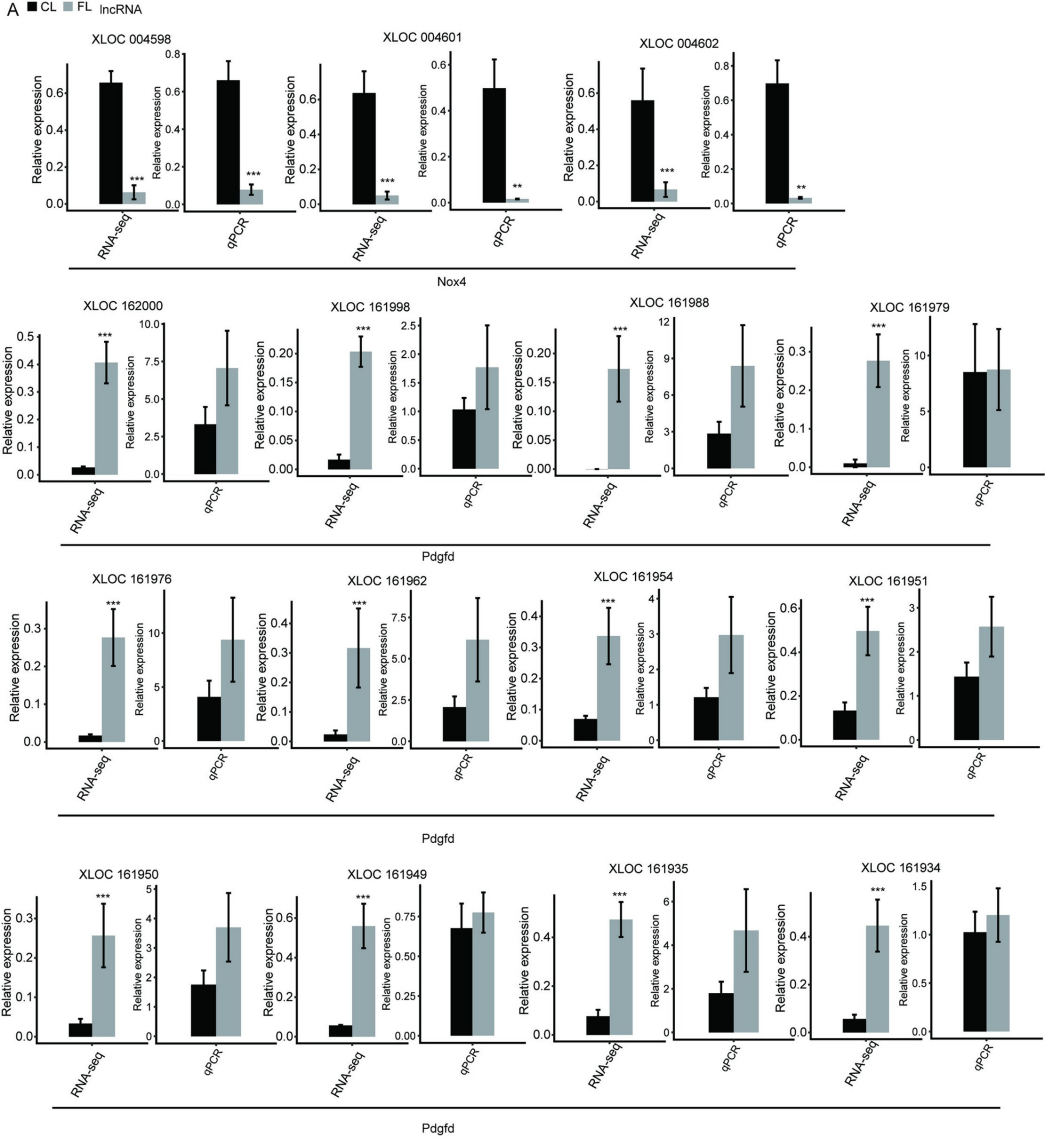
Expression level of lncRNAs associated with hepatic fibrogenesis quantified by RNA sequencing analysis and qRT-PCR. Error bars represent mean ± SEM. *** *p* < 0.001, *p < 0.05.

Most importantly, our study showed that the cis target gene of DE-lncRNA XLOC118358 was probably Met, and the cis target gene of the other nine DE-lncRNAs mentioned above, XLCO004600, XLOC004605, XLOC004610, XLOC004611, XLOC004568, XLOC004580 XLOC004598, XLOC004601, and XLOC004602, was Nox4. 

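Nox4 itself read 11.95, 9.64 and 6.08 FPKM in CL5, CL6 and CL7, and 0.40, 2.34 and 0.33 FPKM in FL2, FL5 and FL12. The paper's S1 Table gives the FPKM of the 9 lncRNAs assigned to Nox4, and their means over 3 rats in those values of the paper ran from 0.56 to 1.74 in the CL group and from 0.05 to 0.157 in the FL group. The paper's log2 fold changes for the 9 lay between -4.45 and -3.22. None of the 9 overlapped between the groups. In the FL group each of the 9 was highest in FL5, the FL rat in which Nox4 was also highest. S1 Table places all of them in introns of Nox4. In S2 Appendix, of which 2000 of 33931 entries were held here against the paper's 29084 lncRNAs, the 9 lie on the plus strand of chromosome 1 between positions 150799278 and 150926481, with lengths from 1005 to 2310 bases. The genome build of these positions was not named there. Met read 18.2, 19.6 and 18.0 FPKM in CL5, CL6 and CL7, and 16.6, 15.4 and 14.6 FPKM in FL2, FL5 and FL12. For XLOC118358, the paper's values average 2.82 FPKM in the CL group and 1.48 FPKM in the FL group, with the paper's log2 fold change at -1.13. The paper looked for expressed genes near each lncRNA and kept those whose expression was correlated with it. On that ground it proposes Met as the probable cis target of XLOC118358, and states that Nox4 is the cis target of the other 9.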

MET, also known as C-MET, is a proto-oncogene that encodes a transmembrane receptor protein and is a member of the receptor tyrosine kinase family. The binding of the MET receptor to its ligand, hepatocyte growth factor (HGF), induces MET dimerization and causes it to enter an activated state, which in turn phosphorylates its substrates to activate downstream signaling pathways. *Nox4* is the gene that encodes reduced nicotinamide adenine dinucleotide phosphooxidase 4, a key enzyme that catalyzes the production of reactive oxygen species (ROS) and plays an important role in a variety of disease processes. Co-expression between DE-lncRNAs and target genes may play a significant role in rats with hepatic fibrosis induced by CCl4.

### Expression and functional annotation of potential cis-acting targets of fibrogenesis-regulated lncRNAs

Cis-acting targets are likely to be the target genes regulated by lncRNAs; therefore, we studied the potential function of DE-lncRNAs by functional annotation of cis-genes. For each DE-lncRNA, we obtained expressed genes from its upstream and downstream regions within 10,000 bases, and these genes were overlapped with lncRNA-co-expressed genes to obtain lncRNA targets. The heat map of cis-target hierarchical clustering showed differential expression between the control group and fibrotic liver tissues (Fig 4A). GO functional enrichment analysis and KEGG analysis were involved to identify the biological processes of DE-lncRNAs target genes. The top 10 enriched GO biological processes of the potential cis-acting targets (Fig 4B) were positive regulation of DNA-templated transcription, circadian regulation of gene expression, circadian rhythm, response to drugs, transmembrane transport, cellular response to transforming growth factor β stimulus, response to hypoxia, signal transduction, steroid hormone mediated signaling pathway, and regulation of cell shape.

**Fig 4:**
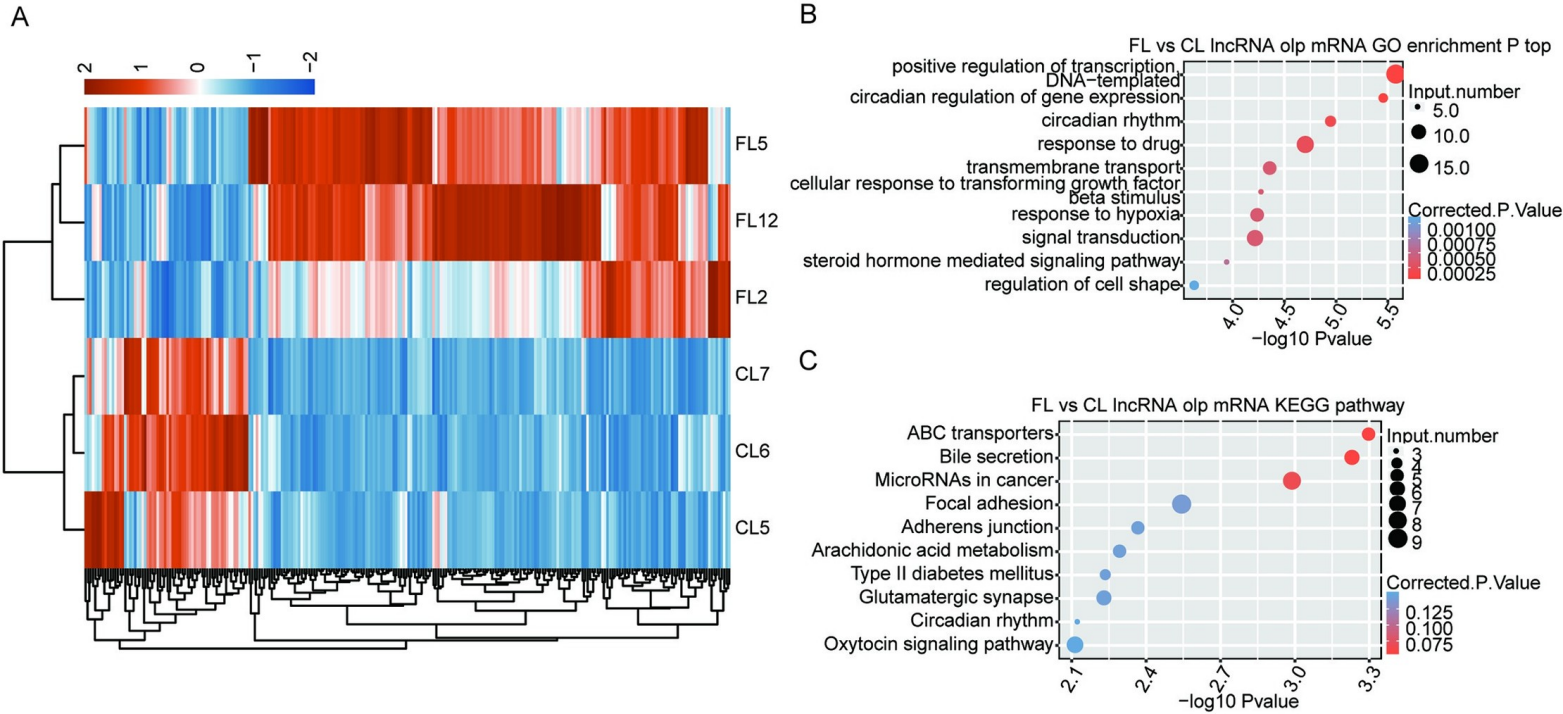
Expression and functional annotation of potential cis-acting targets of fibrogenesis- regulated lncRNAs. (A) Hierarchical clustering of potential cis-acting targets of fibrogenesis- regulated lncRNAs. The color scale represents the median-centered log2 RPKM values. (B) The top 10 enriched GO biological processes of the potential cis-acting targets. (C) The top 10 enriched KEGG pathways of the potential cis-acting targets.

The top 10 enriched KEGG pathways of the potential cis-acting targets (Fig 4C) were ABC transporters, bile secretion, microRNAs in cancer, focal adhesion, adherens junction, arachidonic acid metabolism, type II diabetes mellitus, glutamatergic synapse, circadian rhythm, and oxytocin signaling pathway.

### DEGs quantified by RNA sequencing analysis and qRT-PCR

To investigate possible lncRNA-mRNA interactions, we performed RNA-Seq analysis of mRNA data from control and fibrotic rat liver samples. The heat map shows a significant difference between the two groups (Fig 5A). 

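Pearson's r of log2(FPKM + 0.1) over the genes tested was 0.970 to 0.976 between rats of the CL group and 0.950 to 0.959 between rats of the FL group. Between rats of different groups it was 0.923 to 0.943. The mean r within groups exceeded the mean r between groups by 0.0303, more than in any other division of the 6 rats into 3 and 3 (exact permutation test, one-sided p = 0.1, the smallest p that 3 rats against 3 allow). The scale moved these values most, since r of untransformed FPKM between groups was 0.566 to 0.813 and the difference became 0.277.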

The results showed that 1,898 genes were upregulated and 423 genes were downregulated in fibrotic liver tissues (Fig 5B), and these gene expressions were well clustered in the two groups of samples (Fig 5C). 

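With limma on the FPKM values, 1381 genes were upregulated and 139 downregulated in the FL group. The values of the 2 groups did not overlap in 1519 of these 1520 DEGs. Among all genes tested, 6022 (40.5%) did not overlap, where chance gives 10%. The balance between the directions depended on the scaling between rats. Upregulated genes made up 90.9% of the DEGs without further scaling, 82.0% with median scaling (826 upregulated, 181 downregulated) and 66.2% with quantile normalization (453 upregulated, 231 downregulated). Without a limit on the fold change, 2518 genes were higher and 288 lower at an adjusted p under 0.05. These numbers became 1301 and 533 with median scaling, and 778 and 536 with quantile normalization. Single rats moved the number of upregulated genes between 682 (without FL5) and 1833 (without FL2), and that of downregulated genes between 80 (without CL6) and 159 (without FL2). Besides genes that the paper names, the largest increases among DEGs without overlap were those of Fam111a and Lilrb4. Fam111a rose from 0.23 ± 0.101 to 25.7 ± 12.4 FPKM (SD, n = 3), a log2 fold change of 6.22 (standard error 0.36, adjusted p = 3.64e-04). Lilrb4 rose from 0.28 ± 0.111 to 9.43 ± 3.75 FPKM, a log2 fold change of 4.63 (standard error 0.32, adjusted p = 6.69e-04). The largest decrease of a gene that the paper does not name was that of LOC100912610, a pseudogene on chromosome 5 that was listed at 0 in FL2 and at 0.30 and 0.11 FPKM in FL5 and FL12, against 26.5 to 53.3 FPKM in the CL rats.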

We included 11 most significant DEGs related to hepatic fibrosis through the selected threshold (FC ≥ 2 or ≤ 0.5, FDR < 0.05) (Fig 5D), and the results of the qPCR validation experiment were consistent with the RNA-seq results. The genes labeled as *Lcn2*, *ColIα1*, *MMp12*, and *Dbp* were upregulated, while *Aox4*, *Cyp2c11*, *Mup5*, *LOC100912565*, *LOC100909412*, *LOC100360095*, and *LOC259244* were downregulated in the process of liver fibrosis.

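Col1a1 read 2.67 ± 0.953 FPKM in the CL group and 64.0 ± 42.9 FPKM in the FL group (SD, n = 3), a log2 fold change of 4.24 (standard error 0.60, adjusted p = 0.00519 from limma). Mmp12 rose from 0.113 ± 0.0862 to 13.8 ± 10.3 FPKM, a log2 fold change of 5.77 (standard error 0.62, adjusted p = 0.00257). Lcn2 was at 2.15 ± 1.39 FPKM in the CL group and at 490, 13.1 and 168 FPKM in FL2, FL5 and FL12. Its log2 fold change was 5.68 (standard error 1.15, adjusted p = 0.0152), and over the alternatives the adjusted p ran from 0.00668 to 0.0641. Dbp had the smallest error of the 4 upregulated genes, with 0.727 ± 0.236 and 28.2 ± 3.20 FPKM and a log2 fold change of 5.13 (standard error 0.23, adjusted p = 1.26e-04). Dbp is 1 of 11 clock-controlled transcripts tested together, all of which were higher in the FL group.

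Aox4 fell from 40.7 ± 6.86 to 2.25 ± 0.813 FPKM, a log2 fold change of -4.16 (standard error 0.24, adjusted p = 3.64e-04). Cyp2c11 fell from 924 ± 235 to 54.2 ± 69.6 FPKM (log2 fold change -5.02, standard error 0.87, adjusted p = 0.00981), and FL5 kept 134 FPKM against 20.5 in FL2 and 7.76 in FL12. Mup5, the gene with the highest FPKM in the CL group, fell from 36749 ± 11826 to 99.1 ± 95.9 FPKM (log2 fold change -8.93, standard error 0.65, adjusted p = 8.32e-04). Cyp2c11 and Mup5 are among 7 male-biased liver genes tested together, all of which were lower in the FL group. LOC100912565 had a log2 fold change of -8.86, LOC259244 of -9.08 and LOC100360095 of -8.45, with CL means of 4376, 1718 and 608 FPKM and FL means of 12.2, 3.88 and 3.86 FPKM. Their adjusted p-values lay between 3.81e-04 and 0.00307. Mup5, LOC100912565, LOC259244 and LOC100909412 lie on chromosome 5, and genes of the major urinary protein and Cyp2c families are so similar that reads could have been split between copies. LOC100909412 stands for 2 genes. The one of S1 Table (ENSRNOG00000042543) read 0.08, 0.59 and 0.43 FPKM in CL5, CL6 and CL7 and was listed at 0 in each FL rat (adjusted p = 0.0444, in a range over the alternatives from 0.0256 to 0.165). The other (ENSRNOG00000050499) read 25.2, 21.3 and 18.4 FPKM in the CL rats, 0.07 and 0.10 FPKM in FL2 and FL5, and was listed at 0 in FL12.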

**Fig 5:**
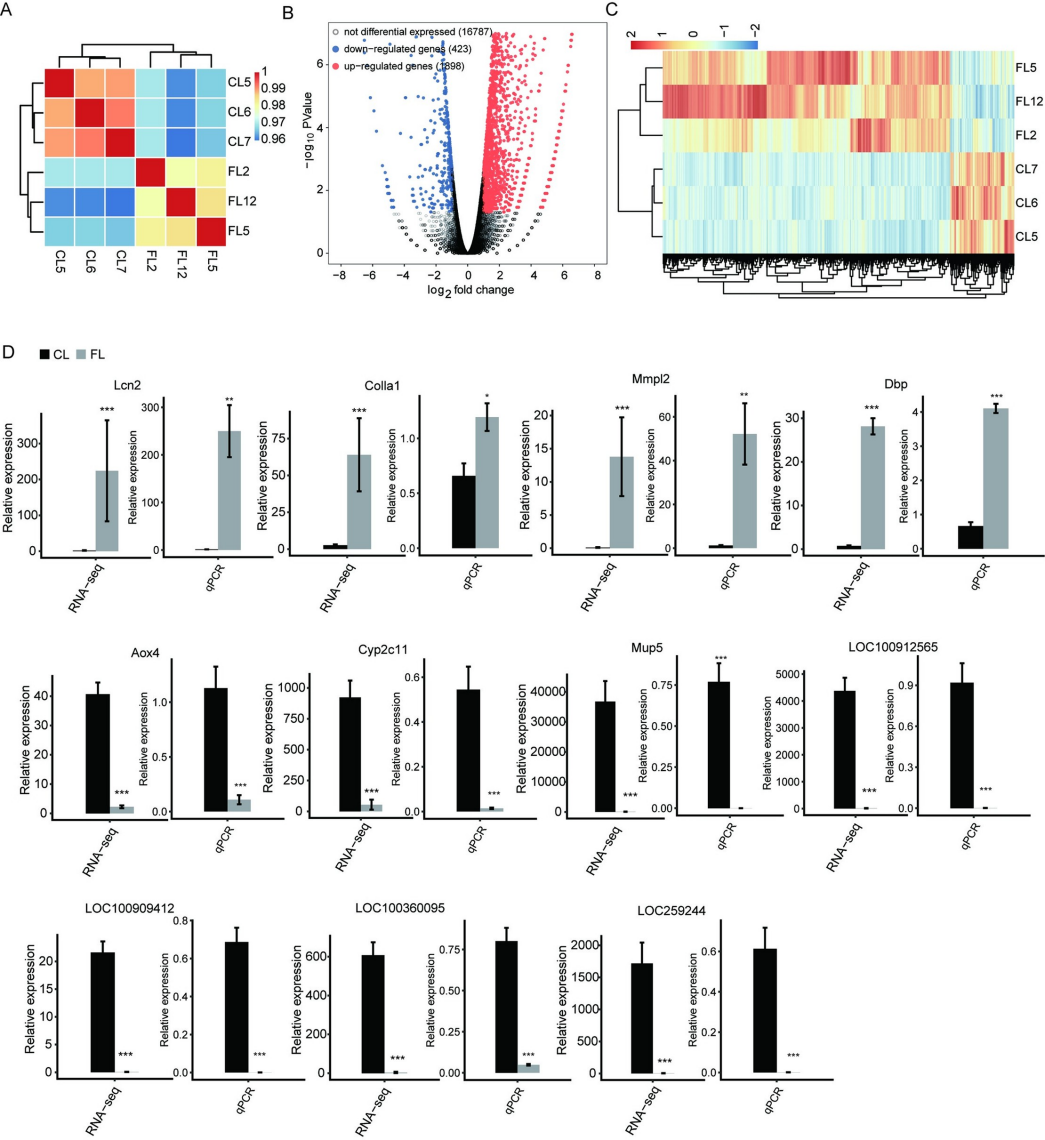
Gene expression alteration in fibrotic rat liver quantified using RNA sequencing analysis and qRT-PCR. (A) Heat map shows the hierarchically clustered Pearson correlation matrix obtained from comparing the transcript expression values for control and fibrotic rat liver samples. (B) Identification of DEGs. Upregulated genes are labeled in red, whereas downregulated are labeled in blue in the volcano plot. FC ≥ 2 or ≤ 0.5, FDR < 0.05. (C) Hierarchical clustering of DEGs in control and fibrotic rat liver samples. The color scale represents the median-centered log2 FPKM values. (D) Differential expression of hepatic fibrogenesis-associated genes. Gene expression were quantified using RNA sequencing data and qRT-PCR. Error bars represent mean ± SEM. ***p < 0.001. **p < 0.01. *p < 0.05.

In addition, we included the top 10 representativly upregulated (Fig 6A) and downregulated (Fig 6B) biological processes of GO terms. 

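Gene families defined by their symbols were tested as sets with camera, limma's competitive set test, with a preset correlation between genes of 0.01 and adjustment over 13 sets. Of the families beside the upregulated processes, 25 collagen genes lay 1.06 above the median log2 change of all genes (adjusted p = 0.00318) and held 12 upregulated DEGs and 1 downregulated DEG, Col27a1. The 22 integrin genes lay 0.41 above it (adjusted p = 0.00669) and held 7 upregulated DEGs. Kinesins (29 genes, 0.56 above, adjusted p = 0.0552) and centromere proteins (18 genes, 0.54 above, adjusted p = 0.134) did not pass the threshold, but did with median scaling (adjusted p = 0.0192 for each). Chemokines, with 20 genes and a median 0.18 above that of all genes, showed no shift as a set (adjusted p = 0.719), although 4 were upregulated DEGs. Their direction turned without FL2 and among the 13 with a mean of at least 1 FPKM. For the 5 families, the number of genes at an adjusted p under 0.05 when adjusted over the list alone, and then over all genes tested, was 18 and 15 collagens, 10 and 8 integrins, 11 and 9 kinesins, 7 and 5 centromere proteins, and 4 and 4 chemokines.

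Of the families beside the downregulated processes, 48 cytochromes P450 had a median of -0.48 relative to that of all genes (adjusted p = 1.93e-08). They went both ways, with 7 upregulated and 7 downregulated DEGs, and 25 passed when adjusted over the list alone against 22 over all genes. The 5 UDP-glucuronosyltransferases had a relative median of -0.47 (adjusted p = 0.188), and no gene passed under either adjustment, while 1, Ugt2a1, had an unadjusted p under 0.05 and was higher. The 40 enzymes of fatty acid metabolism had a relative median of -0.04 (adjusted p = 0.184) and their direction turned with quantile normalization, with 1 gene passing when adjusted over the list alone and 5 over all genes. Of the latter, Acot3, Acot9, Cpt2 and Hadhb were higher, the first pair of them as upregulated DEGs, and Acadsb was lower. Fry, limma's rotation test, asks whether a set shifts in 1 direction from no change, and allows for the correlation between its genes. It was run on the unscaled values, where the median log2 difference of all genes was 0.29. Upward calls can carry that shift. Under fry, the collagens (adjusted p = 0.0217) and integrins (0.0117) kept their calls, and kinesins, centromere proteins and chemokines gained one. The cytochromes P450, which went both ways, lost theirs (0.106). With a correlation estimated from the 6 rats, none of the 13 sets passed, and the lowest adjusted p was 0.061.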

We extracted 15 DEGs in the above GO terms and verified the expression of upregulated (Fig 6C) and downregulated (Fig 6D) genes using RNA sequencing analysis and qRT-PCR. 

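All 11 genes of Fig 6C were upregulated DEGs, with log2 fold changes from 1.53 for Hes1 to 4.53 for Spp1. Spp1 rose from 1.31 ± 1.32 to 33.0 ± 26.7 FPKM (SD, n = 3; standard error of the fold change 0.85, adjusted p = 0.0119 from limma), and Cd74 from 31.3 ± 3.76 to 109 ± 19.7 FPKM with the smallest error (log2 fold change 1.79, standard error 0.16, adjusted p = 0.00165). A2m, Anxa2, Ccl21, Lgals3, Pf4, Tlr2, Cx3cl1 and Cx3cr1 had log2 fold changes between those of Hes1 and Spp1. Of the 11, 7 kept their call with quantile normalization, without Hes1, Cx3cl1, Cx3cr1 and Tlr2, and 5 kept it without CL7. The 4 genes of Fig 6D, Cat, Crp, Foxa1 and Gpx1, had negative fold changes that were smaller than 2-fold. Cat fell from 912 ± 45.4 to 561 ± 134 FPKM (log2 fold change -0.73, standard error 0.23, adjusted p = 0.0652). Gpx1 fell from 311 ± 26.2 to 188 ± 53.1 FPKM (log2 fold change -0.75, standard error 0.21, adjusted p = 0.0446). For Foxa1, with 11.8 ± 5.73 and 6.14 ± 3.03 FPKM, the rats of the 2 groups overlapped (log2 fold change -0.89, standard error 0.44, adjusted p = 0.19). Crp read 829 ± 41.5 FPKM in the CL group and 753, 357 and 314 FPKM in FL2, FL5 and FL12 (log2 fold change -0.92, standard error 0.33, adjusted p = 0.0911). Without FL2, its log2 fold change was -1.31 and its adjusted p 0.00453, in a range over the alternatives from 0.00453 to 0.252.

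**Figure D2:**
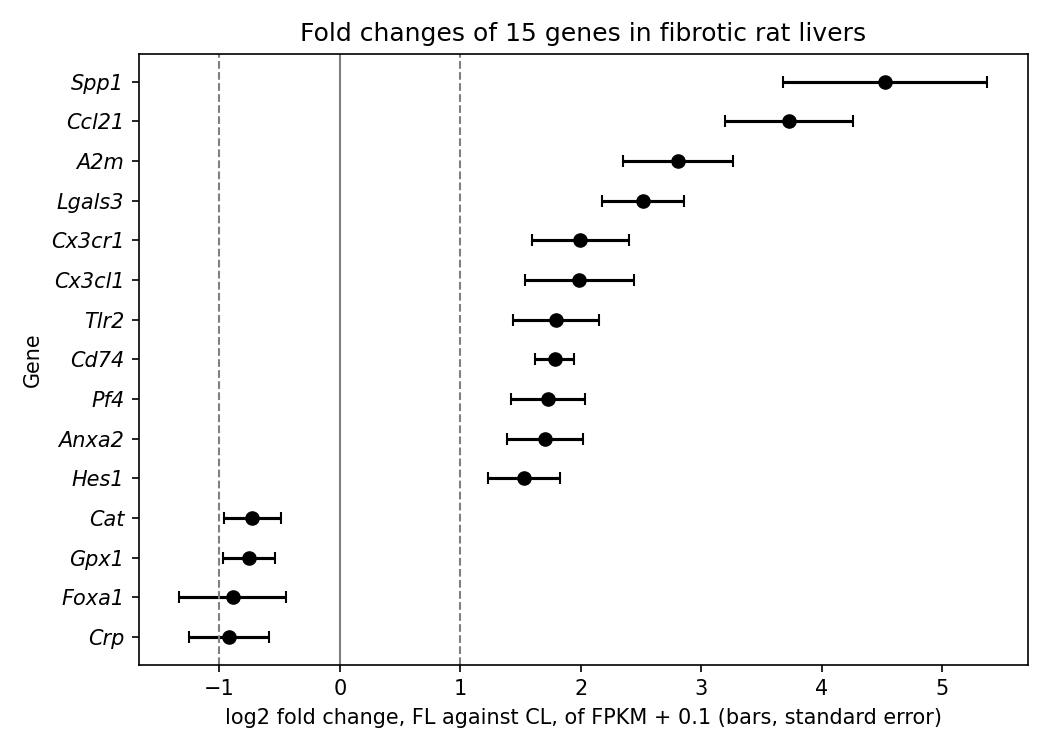
Log2 fold change of the FL against the CL group on the log2(FPKM + 0.1) scale for the 15 genes of Fig 6C and 6D. Points are limma estimates, bars extend 1 standard error to each side (n = 3 rats per group) and dashed lines mark the 2-fold limits, inside which only Cat, Gpx1, Foxa1 and Crp lie.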

Finally, we identified 10 genes deregulated in hepatic fibrosis tissues: genes *A2M*, *Anxa2*, *Ccl21*, *Cd74*, *Hes1*, *Lgals3*, and *Spp1* were upregulated, whereas *Cat*, *Crp*, and *Foxa1* were downregulated in fibrotic liver tissues (Fig 6C and 6D).

**Fig 6:**
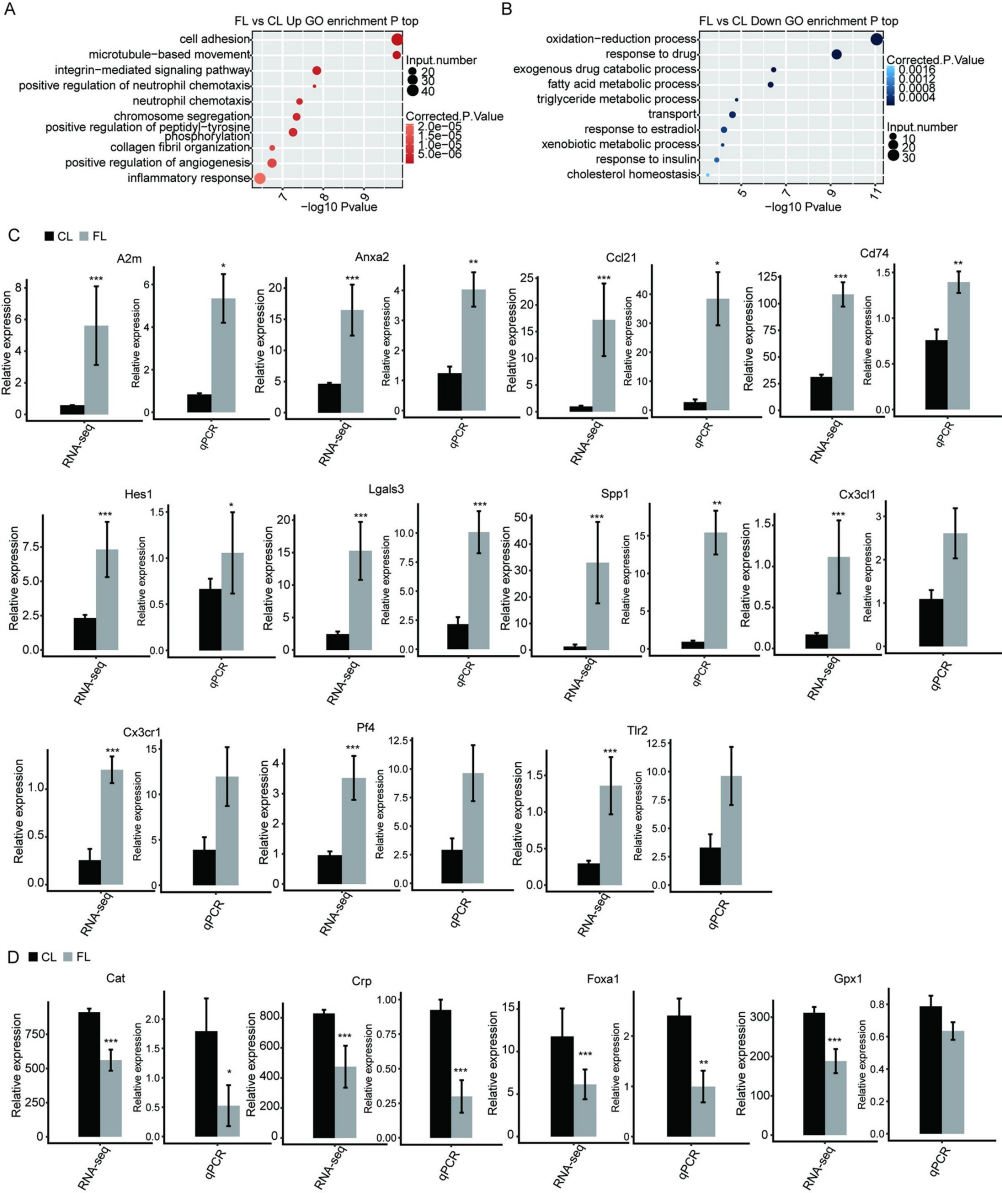
Functional annotation and expression of genes deregulated during hepatic fibrogenesis. (A- B) The top 10 representative GO biological processes of upregulated (A) and downregulated (B) genes. (C-D) Upregulated (C) or downregulated (D) genes expression quantified using RNA sequencing analysis and qRT-PCR. FPKM values were calculated as explained in Materials and Methods. Error bars represent mean ± SEM. ***p < 0.001. **p < 0.01. *p < 0.05.

### Co-expression network between pathway and DEGs

The top10 GO pathway terms/top 10 KEGG terms and corresponding genes were extracted from DEGs, and the network was drawn with the software Cytoscape (version 3.7.2) to show the relationship between genes and pathways. The processes and metabolic pathways related to liver fibrosis include inhibition of liver repair and detoxification, reduction of liver metabolism, enhancement of liver inflammatory response, promotion of HCS cell activation, promotion of cell cycle and proliferation of HCS, promotion of collagen production and deposition, and enhancement of liver inflammation. Genes *Met* and *Nox4*, the target genes of DE-lncRNAs, were involved in the oxidation-reduction process and PI3K/Akt signaling pathway. 

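For the PI3K/Akt signaling pathway, a short list of 43 core genes (PI3K subunits, Akt kinases, their growth factors, receptors and regulators) was tested on the FPKM values. The list was drawn up here and is not the KEGG pathway of the paper. The paper tested enrichment among its DEGs with a hypergeometric test, so the results below do not test that enrichment. All 43 were expressed, and 33 had positive and 10 negative log2 fold changes, but their median lay -0.05 from that of all genes and camera found no shift (adjusted p = 0.528). With median scaling 23 were positive and 20 negative, and with quantile normalization 21 and 22. Under fry the list passed (adjusted p = 0.00915). Fry tested the unscaled values against no change, and the median log2 fold change there was 0.24 for the list and 0.29 for all genes. This pass can therefore reflect the shift of all genes. Individual genes did change. Csf1r, Kitlg, Pdgfa, Pdgfb, Pdgfd, Pdgfra, Pdgfrb, Pik3cd, Pik3r3 and Pik3r5 were upregulated DEGs, and no gene was a downregulated DEG, while 4 had a lower value at an unadjusted p under 0.05. At an adjusted p under 0.05, whatever the fold change, 18 genes passed over all genes tested and 18 when adjusted over the list alone. Over all genes these were 16 higher and 2 lower genes, the latter Igf1, from 284 ± 25.9 to 152 ± 24.7 FPKM (SD, n = 3), and Egfr, from 64.8 ± 2.85 to 43.2 ± 7.45 FPKM. The calls depended on the scaling. With median scaling, Csf1r, Kitlg, Pdgfa, Pdgfra and Pik3r3 fell under a 2-fold change (log2 fold changes from 0.79 to 0.98). Pdgfb, Pdgfd, Pdgfrb, Pik3cd and Pik3r5 stayed upregulated DEGs, and Igf1 became a downregulated DEG (log2 fold change -1.13, adjusted p = 0.0127 from limma).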

The PI3K/Akt signaling pathway was the most enriched signal transduction pathway (S2 and S3 Figs).

## Discussion

We identified 10 novel DE-lncRNAs that are downregulated in the hepatic fibrosis process. The cis target gene of DE-lncRNA XLOC118358 was found to be *Met*, while the cis target gene of the other nine DE-lncRNAs, XLCO004600, XLOC004605, XLOC004610, XLOC004611, XLOC004568, XLOC004580 XLOC004598, XLOC004601, and XLOC004602 was *Nox4*. Regulation of co-expression of lncRNA-Met and lncRNAs-Nox4 is a core mechanism in the hepatic fibrosis process, which can enhance signal factors such as glutathione S-transferase α 3 [36], transforming growth factor-β 1 (TGF—β 1) [5] and platelet-derived growth factor D [37], by activating target genes and decreasing NADPH oxidase 4 [38]. In this study, nine lncRNAs acted together on the same target gene (*Nox4*), indicating the possibility of a cascade including different lncRNAs, which may be a new way to study lncRNAs. Previous research has also shown that different lncRNAs may mediate the same pathway, such as multiple lncRNA-mediated Wnt/β-catenin pathways, regulating the self-renewal of liver cancer stem cells [39]. In nonalcoholic fatty liver disease, lnc-H19 and lnc-Malat1 jointly mediate the stability of SREBP1c [40]. Overall, lncRNAs can activate and regulate the signal transduction pathway and promote the formation of liver fibrosis. In recent decades, several studies have confirmed that lncRNAs can participate in epigenetic regulation of gene expression by participating in important genetic and physiological processes, such as mRNA translation, splicing, protein degradation and phosphorylation modification, subcellular localization of RNA binding protein, and cytoskeleton composition [41–44].

Several previous studies have reported about 5,000 lncRNAs from rat liver tissues. Our study identified several novel lncRNAs related to liver fibrosis by comparison to those reported in a set of 5,000 rat liver-expressed lncRNAs described earlier, and which of the fibrosis-related lncRNAs described in the present study corresponds to one of the 5,000 lncRNAs. By analyzing a rat model of hepatic fibrosis induced by exposure to exogenous chemicals, we identified a number of lncRNAs that are related to hepatic fibrosis, suggesting that exposure to environmental chemicals alters the expression of epigenetic regulators, including xenochemical-responsive lncRNA genes. Kritika et al. [45] reported that rat liver xeno-lnc, rlnc397, which is induced by several nuclear receptor agonists and by the hepatotoxin carbon tetrachloride, shares 66% transcript-transcript identity (TTI) with mouse lncRNA Snhg14. However, the lncRNAs reported in our study share less than 30% TTI with Snhg14, which is overexpressed in several cancers and potentiates tumor progression, in humans, by serving as a sponge (endogenous competitor RNA) for multiple microRNAs [46–48].

In our study, 21 DEGs were screened from the liver tissues of rats with liver fibrosis. Among them, liver fibrosis-related genes *Lcn2*, *Col1α1*, *Mmp12*, *Dbp*, *A2M*, *anxa2*, *Ccl21*, *Cd74*, *Hes1*, *Lgals3*, and *Spp1* were overexpressed in liver fibrosis tissues. Functional analysis of GO and KEGG showed that, in the context of CCl4-induced liver fibrosis, the expression of these genes promoted the inflammatory reaction process of hepatocytes, accelerated the apoptosis of hepatocytes, activated and proliferated HSCs, increased the synthesis of collagen, and promoted the process of liver fibrosis. The downregulated genes in liver fibrosis tissues were *Aox4*, *CYP2C11*, *Mup5*, *Loc100912565*, *Loc100909412*, *Loc100360095*, *Loc259244*, *Cat*, *Crp*, and *Foxa1*. The inhibition of the expression of these genes downregulated the redox process of the liver, decreased the metabolism of exogenous drugs and lipid metabolism including cholesterol and triglycerides, inhibited the normal repair ability of the liver, and promoted the formation of liver fibrosis.

The construction of a pathway-DEG co-expression network showed that lncRNA-Met and lncRNAs-Nox4 may be involved in oxidation-reduction processes and the PI3K/Akt signaling pathway. Furthermore, the PI3K/Akt signaling pathway is the most abundant signal transduction pathway, and it is also one of the most mature pathways and the core of upregulated gene regulation related to liver fibrosis. Through this pathway, TGF β 1, PDGF, Met3, and NOX4 play an important role in the process of liver fibrosis [49–51]. PI3K is a heterodimer with dual activities of phosphatidylinositol kinase and serine/threonine protein kinase (Akt). Akt is an important target kinase downstream of PI3K with serine and threonine kinase activities [52]. Upregulation of lncRNAs results in the overexpression of downstream target genes, such as *TGF β 1*, *PDGF*, and *Met3*. 

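In the livers sequenced here, Tgfb1 (ENSRNOG00000020652) rose from 3.72 ± 0.324 FPKM in the CL group to 8.69 ± 2.04 FPKM in the FL group (SD, n = 3), a log2 fold change of 1.18 (standard error 0.18, adjusted p = 0.00686 from limma). Of the platelet-derived growth factor genes, Pdgfb rose from 0.223 ± 0.112 to 0.957 ± 0.226 FPKM (log2 fold change 1.75, standard error 0.36, adjusted p = 0.0153). Pdgfa rose from 0.54 ± 0.0529 to 1.30 ± 0.458 FPKM (log2 fold change 1.07, standard error 0.30, adjusted p = 0.0419). Over the alternatives, the adjusted p ran from 0.014 to 0.07 for Pdgfb and from 0.00936 to 0.238 for Pdgfa. Pdgfc stayed at 3.53 ± 0.257 and 3.51 ± 0.556 FPKM, a log2 fold change of -0.02 (standard error 0.16, adjusted p = 0.946), and its sign turned when CL6, FL2 or FL12 was left out.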

The increase in signal factors secreted by HSCs, such as transforming growth factor-β1 [53], glutathione S-transferase, platelet-derived growth factor [54] and insulin-like growth factors [55], activates PI3K, which catalyzes the phosphorylation of phosphatidylinositol 4,5-diphosphate (PIP2) to phosphatidylinositol 3,4,5-triphosphate (PIP3), and then activates the downstream target protein kinase B (PKB) of PIP3, namely Akt [56,57]. Activated Akt can initiate cascade reactions in HSCs, activate HSCs, and promote the synthesis of ECM, leading to liver fibrosis [58]. At present, several lncRNAs have been proved to be involved in the occurrence and development of liver fibrosis by controlling PI3K/Akt signaling pathway, such as lincrna-p21 [59], HOTAIR [60], and H19 [20,21].

## Conclusion

We identified 10 novel lncRNAs associated with liver fibrosis, with *Met* and *Nox4* as their target genes. Co-expression between lncRNA-Met and lncRNAs-Nox4 may activate HSCs through oxidation-reduction processes and PI3K/Akt signaling pathway, increase the production of ECM, and regulate the process of liver fibrosis. The discovery of novel lncRNAs associated with liver fibrosis may provide new targets for the treatment of liver fibrosis. There are some limitations in this study, while the authors identified lncRNAs involved in fibrosis changes by RNAs involved in the total chunk of liver that were induced by CCl4. Further research in particular cell types is needed to understand the specificity of lncRNAs in different tissues. Furthermore, assessing the differential expression of lncRNAs in different cell locations (nucleus or cytoplasm) is helpful for studying the function of lncRNAs.

## Supporting information

S1 Fig Establishment of CCl4-induced hepatic fibrosis in rats. (TIF) Click here for additional data file.

S2 Fig Co-expression network between pathway and DEGs. (TIF) Click here for additional data file.

S3 Fig Cytoscape networks for *Met* and *Nox4*. (TIF) Click here for additional data file.

S4 Fig Genome browser screen for *Met*. (TIF) Click here for additional data file.

S5 Fig Genome browser screen for *Nox4*. (TIF) Click here for additional data file.

S1 Table FPKM of DEGs & DElncRNAs. (XLSX) Click here for additional data file.

S1 Appendix GTF files with gene structures and all isoform structures for lncRNAs. (ZIP) Click here for additional data file.

S2 Appendix Table for the main Results text listing all regulated lncRNAs. (ZIP) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

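RNA from the livers of 3 rats given CCl4 in olive oil (FL group, rats 2, 5 and 12) and 3 rats given olive oil alone (CL group, rats 5, 6 and 7) was sequenced, with 1 library per rat. The authors trimmed the reads with FASTX-Toolkit, aligned them with TopHat2, counted uniquely mapped reads per gene and deposited the values as FPKM, with 2 decimals and without replicates being pooled. No scaling between rats is stated for the FPKM values that the authors deposited. The authors' own calls of differential expression came from edgeR on read counts, which were not used here. The table held 19616 genes under Ensembl identifiers of the rat, with symbols, classes and chromosomes, and 2 further columns of values in the same table were not used, because no sample of the series carries their names. Rats were assigned to groups from their labels and the paper, which name the group and number of each rat. The libraries were checked for duplicates, and the share of genes with identical values above 0 in a pair of rats lay between 0.87% and 2.54%.

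FPKM are not counts, so the comparison of the FL with the CL group used limma on log2(FPKM + 0.1), with a prior variance that follows the mean, over the 14864 genes with a mean FPKM of at least 0.1. All adjusted p-values of genes come from limma with Benjamini-Hochberg adjustment over the genes tested. Differentially expressed genes (DEGs) had an adjusted p under 0.05 and a fold change of at least 2, the limits of the paper. Standard errors are limma's moderated ones, and values per group are means with SD over 3 rats. Total read counts were not used here. Steps in the low values of the U6 genes gave only the relative depth of the rats, so no counting interval was attached to a value, and the spread between 3 rats is the error given. Values near 0.1 FPKM rest on few reads, which limits the precision of the lncRNAs most.

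Sets of genes were tested with camera (preset correlation between genes of 0.01), with Benjamini-Hochberg adjustment over 13 sets. These were collagens, kinesins, integrins, chemokines, centromere proteins, cytochromes P450, UDP-glucuronosyltransferases, enzymes of fatty acid metabolism, PI3K/Akt pathway genes, clock genes of the phase of Dbp and of the opposite phase, and male-biased and female-biased liver genes. Marker lists of hepatocyte-like, stellate cell or myofibroblast-like, macrophage-like, cholangiocyte-like, endothelial-like, lymphocyte-like and cycling cells, and a list for the sex of the rats, were read as medians. Lists of genes were compared with each other by exact permutation tests over genes, which are not independent. Correlations between rats were Pearson's r over the genes tested, with an exact permutation test over the 10 divisions of the 6 rats into 3 and 3. The genes named were those that the paper names, the 5 DEGs with the largest increase and the 5 with the largest decrease among DEGs without overlap between the groups, members of the lists, and the 5 genes with the highest mean FPKM in each group. Exceptions to this rule are stated where they occur.

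The groups, the tests between groups and of gene sets, the lists, the rule for genes and the alternatives were chosen before the data were examined. Tests chosen later are named in the closing section. The alternatives were a pseudocount of 1 or 0.01, no filter on low values or a mean FPKM of at least 1, median scaling, quantile normalization, limma without trend or with a robust prior, no limit on the fold change, fry and camera with an estimated correlation for the sets (which were run under the pseudocount of 1, the mean FPKM of at least 1, both scalings and with each rat left out besides), other measures of correlation between rats, and leaving out each rat in turn. Median scaling divided each rat by the median ratio of its genes to their geometric mean over the rats, using 9201 genes above 1 FPKM in every rat. After the data were seen, tests of the clock genes without Dbp and of the male-biased genes without Cyp2c11 and Mup5 were added. The procedure was tested on simulated data. Of 200 genes changed among 14862, 165 were recovered (82.5%), and 9 of the calls were false (5.17%). The slope of recovered on true log2 fold changes was 1.01 over 168 of the 200, leaving out decreases of genes with low values. Of 100 simulated sets, the 20 shifted ones were called and 0 of the others. The simulated genes were independent of each other and had no shift of all genes. The simulation therefore cannot show how the set tests behave when genes are correlated. Calculations used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The lncRNAs with XLOC names, the real-time PCR, the histology, the immunohistochemistry, the hydroxyproline content and the functional enrichment of the paper were not analysed here. S1 Table and S2 Appendix were used for the values they give, and S2 Appendix was held in part, so no set or overlap test was run on it.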

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

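The tests of scaling, of the share of hepatocytes and of lists without the genes that the paper names were chosen only after the result was seen, whereas the gene lists, the directions they would need and the test of the female-biased genes were not.

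Clock genes that the paper does not discuss differed between the groups. The paper names Dbp and lists circadian rhythm among terms of the cis-acting targets (Fig 4B and 4C), but reports no other clock gene. All 11 genes that peak with Dbp in rodent liver were higher in the FL group, with a median 1.83 above that of all genes (camera, adjusted p = 1.56e-07), and the rats did not overlap in 10 of them, with Per1 as the exception (chance gives 10%). Dbp prompted this list. The other 10 genes had a relative median of 1.65 (adjusted p = 4.85e-06). All 6 genes of the opposite phase that were tested were lower, with a median of -1.55 relative to all genes (adjusted p = 2.30e-11), and none of the 6 overlapped. Per3 rose by a log2 fold change of 3.89 and Nr1d1 by 2.56, while Arntl changed by -1.72, Npas2 by -1.99, Cry1 by -1.52 and Nfil3 by -1.01. Arntl read 12.4, 11.6 and 10.7 FPKM in CL5, CL6 and CL7, and 3.71, 3.82 and 2.88 FPKM in FL2, FL5 and FL12 (adjusted p = 0.00164). At an adjusted p under 0.05, 11 genes of the phase of Dbp passed when adjusted over the list alone and 10 over all genes, and 6 and 5 of the opposite phase.

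A difference in circadian phase between the groups needs both lists to move, and in opposite directions. Apart from Dbp, all 16 clock genes tested moved in the direction named in advance. The scaling of FPKM between rats was excluded as the cause, since all 16 kept their direction under both median scaling and quantile normalization, where the relative medians were 1.66 and 1.51 for the phase of Dbp without Dbp and -1.56 under each for the opposite phase. For the opposite phase, a lower share of hepatocytes was argued against, but not excluded. The 6 genes of that phase had a mean log2 fold change of -1.20 against 0.03 for 10 hepatocyte-like markers. An exact permutation test over genes, which are not independent, gave a two-sided p = 0.00125. The markers include Hpx, an acute-phase gene that was raised in FL2, and a rise of markers could hide a loss of hepatocytes. Over the alternatives, the adjusted p ran from 1.36e-09 to 0.061 for the phase of Dbp and from 1.15e-11 to 0.061 for the opposite phase, where 0.061 belongs to the correlation estimated from 6 rats and fry gave 9.01e-04 and 0.00364. Without Dbp it ran from 8.58e-08 to 0.0856. No rat decided the result, as leaving out 1 rat at a time gave at most 7.59e-06 (without FL2) and 3.10e-10 (without FL12). A phase difference is thus a candidate explanation. Whether it came from the time of day at which the rats were killed, which the paper's text does not name, or from an effect of CCl4 on the clock of the liver was not tested and stays open.

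Male-biased liver genes were lower in the FL group, Cyp2c11 and Mup5 among them, which the paper names without referring to sex. All rats were male by their labels, and the Y chromosome's genes Ddx3y, Eif2s3y, Kdm5d and Uty read 3.17 to 12.0 FPKM in all 6. All 7 male-biased genes tested were lower, with a median of -1.52 relative to all genes (camera, adjusted p = 1.19e-09), and 6 did not overlap. At an adjusted p under 0.05, 6 passed when adjusted over the list alone and 4 over all genes. The gene that overlapped was a Cyp2c13 copy with low values. Cyp2c11 and Mup5 prompted the list and had the largest changes in it. The other 5 genes changed less, with a relative median of -1.14 (adjusted p = 1.33e-05), and 4 of them did not overlap. Of these 5, 4 passed when adjusted over the list alone and 2, Cyp3a18 and a copy of Cyp2c13, over all genes. The other copy of Cyp2c13 (ENSRNOG00000049464) read 1457, 1359 and 1316 FPKM in the CL rats, and 358, 966 and 586 FPKM in FL2, FL5 and FL12. Cyp3a18 read 265 to 324 FPKM in the CL rats, and 69.7, 176 and 52.3 FPKM in FL2, FL5 and FL12. Reads of these families could have been split between copies. The scaling between rats was excluded as the cause, since all 5 genes stayed lower under median scaling and quantile normalization (relative medians -1.16 and -0.89). A lower share of hepatocytes was argued against as the whole cause, but not excluded, since markers raised for other reasons could hide a loss. The 5 genes had a mean log2 fold change of -0.94 against 0.03 for the hepatocyte-like markers. An exact permutation test over genes, which are not independent, gave a two-sided p = 0.00533. Over the alternatives the adjusted p ran from 1.18e-12 without FL5 to 0.105 with the estimated correlation, with 3.27e-04 under quantile normalization and 0.0217 under fry. For the 5 genes it ran from 2.85e-07 without FL5 to 0.135 with the estimated correlation, with 0.0189 under quantile normalization, and they did not pass under fry (0.0556).

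A switch to the female programme would need the female-biased genes to rise. Of the 8 tested, 7 had positive log2 fold changes and the relative median was 0.69 (0.75 with median scaling, 0.65 with quantile normalization), but camera found no shift (adjusted p = 0.354), and 2 passed when adjusted over the list alone against 1 over all genes. The latter was Cyp2c12, at 2.47, 6.89 and 6.37 FPKM in the CL rats and 62.3, 62.0 and 58.9 FPKM in FL2, FL5 and FL12 (log2 fold change 3.65, adjusted p = 0.00166). The set depended on single rats. Without FL5 its adjusted p was 0.00372, and without FL2 its direction turned (0.948), in a range over the alternatives from 0.00372 to 0.948. Among its genes, chosen after their values were seen, Prlr read 7.62, 0.52 and 4.32 FPKM in FL2, FL5 and FL12, and Srd5a1 125, 15.0 and 53.6 FPKM. A switch to the female programme and a loss of the male programme alone cannot be told apart, because FL5 differed from FL2 and FL12 and the group holds 3 rats. Growth hormone, sex steroids and the condition of the rats were not analysed here, so an effect of CCl4 through any of them stays an untested hypothesis.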

How the results depend on the processing

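The lists without the genes that the paper names were added only after the result was seen, and no other test in this part was. No paired analysis was possible because the CL rats 5, 6 and 7 and the FL rats 2, 5 and 12 share only the number 5, which names different rats.

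Upregulated genes outnumbered downregulated ones under each alternative, but the numbers moved from 1381 and 139. They were 462 and 72 with a pseudocount of 1, which shrinks the fold changes of low genes, and 854 and 94 with a mean FPKM of at least 1, where 10535 genes were tested. Median scaling gave 826 and 181, and quantile normalization 453 and 231, so that the upregulated share of the DEGs went from 90.9% to 82.0% and 66.2%. Both scalings remove most of a shift of all genes by construction. Without a limit on the fold change there were 2518 and 288, which became 1301 and 533 with median scaling, and 778 and 536 with quantile normalization. Leaving out 1 rat at a time gave 682 (without FL5) to 1833 (without FL2) upregulated and 80 (without CL6 or CL7) to 159 (without FL2) downregulated genes. Fewer rats lower the power, but the increase without FL2 does not follow from that, and its cause was not tested. With a pseudocount of 0.01, no filter, no trend or a robust prior, the numbers were 1206 to 1427 and 114 to 139. Of the 10 divisions of the 6 rats into 3 and 3, 1, the real one, gave as many upregulated genes, and 1 as many downregulated genes. The other 9 gave 0 DEGs, with 199 to 756 genes at an unadjusted p under 0.05 against 5276 in the real one. Because 10 divisions allow no share under 0.1, the DEG counts and a grouping by chance cannot be told apart by this count alone.

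For the annotated lncRNAs, 23 higher and 9 lower in the main setting, a pseudocount of 1 gave 5 and 4, and quantile normalization 5 and 16. A mean FPKM of at least 1 gave 5 and 6, and median scaling 15 and 9. Leaving out 1 rat gave 8 (without CL7) to 43 (without FL2) higher and 2 (without CL7) to 10 (without FL2) lower lncRNAs. The low values of lncRNAs make these counts the least certain, and the depth behind them is unknown.

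Among the gene sets, the correlation estimated from 6 rats removed the calls of the collagens (adjusted p = 0.675), integrins (0.589), cytochromes P450 (0.061), both clock lists (0.061 each) and male-biased genes (0.105). Fry was run on the unscaled values and tests each set against no change, so the shift of all genes enters its upward calls. It removed the call of the cytochromes P450 (0.106), whose genes went both ways. It added kinesins (0.0367), centromere proteins (0.0457), chemokines (0.029), PI3K/Akt genes (0.00915) and female-biased genes (0.0457). Its direction was opposite for UDP-glucuronosyltransferases (0.939) and fatty acid enzymes (0.233). Median scaling added kinesins and centromere proteins (0.0192 each). The direction turned for fatty acid enzymes with quantile normalization (0.728), and for chemokines with a mean FPKM of at least 1 (0.998) and without FL2 (0.618). Leaving out 1 rat gave adjusted p-values of 0.00236 (without FL2) to 0.153 (without FL5) for kinesins, of 0.00489 (without FL2) to 0.254 (without FL5) for centromere proteins and of 0.151 (without FL12) to 0.887 (without CL5) for chemokines. For female-biased genes they were 0.00372 (without FL5) to 0.948 (without FL2, direction turned). Kinesins also passed without CL6 (0.0474). Without Dbp, the genes of its phase passed (4.85e-06) except with the estimated correlation (0.0856). Without Cyp2c11 and Mup5, the male-biased genes passed (1.33e-05) except under fry (0.0556) and with the estimated correlation (0.135). The causes were not tested. The sets were not run with a pseudocount of 0.01, no filter, no trend or a robust prior. Their other alternatives kept the direction and the side of the threshold of each set.

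The log2 fold change of Pdgfc (-0.02) ran from -0.14 (without FL5) to 0.072 (without FL2) when 1 rat was left out, and was also positive without CL6 (0.04) and FL12 (0.01). It was -0.24 with median scaling and -0.37 with quantile normalization. Over the other values of 67 named genes, 790 of 927 kept their direction and their side of the adjusted p threshold, 127 lost the threshold and 10 passed it newly. Leaving out CL7 cost most calls (20 genes), followed by FL12 (18), FL5 (17), CL6 (16) and CL5 (15), and FL2 least (4). The mean correlation between rats within groups exceeded that between groups under each measure tried.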

Differences from the paper's values

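The settings compared below were set before the data were examined, and none was chosen only after the result was seen.

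The paper reports 423 downregulated genes, and 139 were found here. Of the alternatives, those that kept the thresholds of the paper gave 72 to 231 and none closed the gap, while an adjusted p under 0.05 with no limit on the fold change gave 288, which is within 1.5 times the paper's number. The paper's number of lncRNAs is 29084. The part of S2 Appendix held here had 2000 entries of 33931, and no alternative bears on that number.

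For 31 genes of S1 Table the log2 fold changes had the same sign as the paper's, and 5 of them differed by more than the spread between rats. Gpx1 had -0.75 against the paper's -1.059. The gap closed with median scaling (-0.98) and without CL5 (-0.82) or FL5 (-0.97). Without CL6 (-0.73) the value was no closer to the paper's, but the difference lay within the larger spread between the rats left. The other alternatives did not close the gap. Cat had -0.73 against the paper's -1.032 and closed with median scaling (-0.95) alone. Egfr had -0.60 against the paper's -0.8967 and closed with median scaling (-0.82) alone. Cd74 had 1.79 against the paper's 1.483 and closed with median scaling (1.56) and without CL5 (1.68). Met had -0.26 against the paper's -0.5802, and no alternative closed the gap, with median scaling closest at -0.48.

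LOC100909412 stands at about 21 FPKM in the CL group in Fig 5D, read by eye, where the gene that S1 Table lists had 0.367 FPKM. No alternative changes these FPKM, and the other gene of that symbol had 21.6 FPKM. The lowest correlation between rats of different groups is about 0.96 in Fig 5A, read by eye, and was 0.923 here. It was 0.949 with log2(FPKM + 1), 0.566 with untransformed FPKM, 0.938 with Spearman's rho, 0.949 without a filter and 0.904 with a mean FPKM of at least 1, so none closed the gap.

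The paper presents Cat, Crp, Foxa1 and Gpx1 as downregulated genes in Fig 6D. All 4 were lower here, but none passed both thresholds in the main setting. Crp passed without FL2 (log2 fold change -1.31), and the other 3 passed both under no alternative. With no limit on the fold change Gpx1 passed (adjusted p = 0.0446, in a range over the alternatives from 0.0262 to 0.145). Cat passed the limit on the adjusted p, but not that on the fold change, with a mean FPKM of at least 1 (0.0431), median scaling (0.0425) and a robust prior (0.0444), in a range over the alternatives from 0.0425 to 0.176. The paper's discussion has PDGF rise with fibrosis. Pdgfc did not rise (log2 fold change -0.02), while Pdgfa, Pdgfb and Pdgfd did.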

Other observations

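The tests of the marker lists and of S1 Table in this part were chosen only after the result was seen, whereas those of the scaling and of the most abundant genes were not.

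More genes were higher than lower in the FL group. For the DEGs, the scaling between rats was excluded as the whole cause, since 82.0% were still upregulated with median scaling and 66.2% with quantile normalization. Over all genes, the median log2 difference of 0.29 became 0.08 and -0.04 under these scalings. Both remove most of such a shift by construction, so they cannot decide its cause. Mup5 took 8.06% to 14.3% of the FPKM sum in the CL rats and 0.01% to 0.08% in the FL rats. A loss of so abundant a transcript could raise all other values. Setting aside the 17 genes among the 10 highest of any rat, however, left 0.24 of the median log2 difference of 0.29 (83.1%), which excluded this as the main cause. Besides Mup5, the genes with the highest mean FPKM were Alb, Mt-co1, Tf and Ttr in the CL group, and Alb, Mt-co1, Tf, Hp and Hpx in the FL group. An increase of RNA from cells other than hepatocytes, or of transcription in general, stays open.

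Marker lists of cell types moved apart. Relative to all genes, the median log2 fold change was 1.12 for 10 macrophage-like markers, 1.00 for 9 stellate cell or myofibroblast-like markers, 1.08 for 10 markers of cycling cells, 0.67 for 7 lymphocyte-like, 0.28 for 8 cholangiocyte-like and 0.04 for 7 endothelial-like markers. These 6 kept their sign under both scalings. The 10 hepatocyte-like markers had -0.27, which became -0.29 with median scaling and 0.44 with quantile normalization, and none of the 10 was a DEG, while 1 had an unadjusted p under 0.05. The number of upregulated DEGs was 6, 3, 2, 1, 1 and 1 in the order of the first 6 lists. A lower share of hepatocytes alone would raise the other lists alike. The mean log2 fold change was 1.89 (SD 1.64) for the macrophage-like and 0.37 (SD 0.48) for the endothelial-like markers. An exact permutation test over genes, which are not independent, gave a two-sided p = 0.0167. This pair had the highest and the lowest median of the 6 lists and was chosen after the values were seen. The p-value was not corrected for that choice, so a lower share of hepatocytes was not excluded. The largest macrophage-like changes were those of Gpnmb, from 4.00 to 101 FPKM (log2 fold change 4.54, adjusted p = 3.64e-04), Trem2, from 0.0833 to 4.13 FPKM (4.46, adjusted p = 0.00103), and Lyz2, from 3.23 to 27.8 FPKM (3.13, adjusted p = 0.00165), each higher in all 3 FL rats than in all 3 CL rats. More macrophage-like cells, or a changed state of those present, may explain this. All markers counted here passed the filter on low values in these livers. Csf1r, Kdr and Pdgfrb are also in the PI3K/Akt list, Col3a1 is also a collagen, and the study itself names Spp1 and Acta2.

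FL2 stood apart from the other FL rats in genes that were chosen after their values were seen. Hpx, a plasma protein of the acute phase and 1 of the 10 hepatocyte-like markers, read 7001 FPKM in FL2, 1899 in FL5 and 2759 in FL12, against 2044 to 2259 in the CL rats. Acta2, which encodes alpha smooth muscle actin, read 3.87 FPKM in FL2, 17.3 in FL5 and 9.59 in FL12, against 2.62 to 3.85 in the CL rats. Its log2 fold change of 1.5 (standard error 0.47) did not pass the threshold (adjusted p = 0.0609), and without FL2 it was 2.07 (adjusted p = 0.00662, in a range over the alternatives from 0.00662 to 0.175). No explanation was tested, and with 3 rats per group the difference of 1 rat has no replicate.

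The log2 fold changes in the paper's S1 Table lay below the log2 ratios of the mean FPKM by nearly the same amount. Over 27 genes with a mean of at least 1 FPKM, the median difference was -0.33 (range -0.38 to -0.28) with an SD of 0.0235. This is consistent with 1 scaling factor per rat in the paper's counts, and median scaling left 1 of 31 genes differing from S1 Table. For the p-values of S1 Table, the dispersion that each one and its fold change imply was computed for 13 genes with a log2 CPM above 3 and an absolute log2 fold change below 3. It lay between 0.0498 and 0.0615, a range of 1.23-fold, while the variance between rats ranged over 109-fold. The implied dispersion rose with the variance (Spearman's rho 0.753 across genes, permutation test, p = 0.00414, genes not independent), but more closely with the size of the fold change (rho 0.918), and with that held fixed the partial rho with the variance was 0.271. Cat, Gpx1, Crp and Msra, with the paper's log2 fold changes from -1.032 to -1.095, had variances of 0.027, 0.040, 0.113 and 0.095. Their implied dispersions were 0.0502, 0.0503, 0.0503 and 0.0513. For the 13 genes, these ranges argue against p-values that followed each gene's own spread between rats. A small contribution of the spread cannot be told apart from an effect of the size of the fold change, because these go together in the 13 genes.

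S1 Table lists 32 lncRNAs in introns of 5 cis-acting targets, and in the paper's values all 32 moved in the direction of that gene. Reads of the unspliced transcript of the target need this direction and could give it. The choice of pairs did not fix it, since the authors kept negative as well as positive correlations. Separate lncRNAs that are regulated together with the gene could give the same count, and lncRNAs in the same gene are not independent, so both explanations stay open.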
